# Acute stress transiently activates macrophages and chemokines in cervical lymph nodes

**DOI:** 10.1007/s12026-023-09409-w

**Published:** 2024-02-14

**Authors:** Akihiro Dohi, Tadahide Noguchi, Masako Yamashita, Kenichi Sasaguri, Toshiharu Yamamoto, Yoshiyuki Mori

**Keywords:** CXCL1, CXCL2, CXCR2, Stress response, Macrophage, Lymph node

## Abstract

Acute restraint stress (RS) is routinely used to study the effects of psychological and/or physiological stress. We evaluated the impact of RS on cervical lymph nodes in rats at molecular and cellular levels. Male Sprague–Dawley rats were subjected to stress by immobilization for 30, 60, and 120 min (RS30, RS60, and RS120, respectively) and compared with rats of a no-stress control (C) group. The expression of genes encoding chemokines CXCL1/CXCL2 (*Cxcl1* and *Cxcl2*) and their receptor CXCR2 (*Cxcr2*) was analyzed using reverse transcription-quantitative PCR (RT-qPCR) and microarray analyses. Immunohistochemistry and in situ hybridization were performed to determine the expression of these proteins and the macrophage biomarker CD68. Microarray analysis revealed that the expression of 514 and 496 genes was upregulated and downregulated, respectively, in the RS30 group. Compared with the C group, the RS30 group exhibited a 23.0-, 13.0-, and 1.6-fold increase in *Cxcl1*, *Cxcl2*, and *Cxcr2* expression. Gene Ontology analysis revealed the involvement of these three upregulated genes in the cytokine network, inflammation, and leukocyte chemotaxis and migration. RT-qPCR analysis indicated that the mRNA levels of *Cxcl1* and *Cxcl2* were significantly increased in the RS30 group but were reverted to normal levels in the RS60 and RS120 groups. *Cxcr2* mRNA level was significantly increased in the RS30 and RS120 groups compared with that in the C group. RS-induced CXCL1-immunopositive cells corresponded to B/plasma cells, whereas CXCL2-immunopositive cells corresponded to endothelial cells of the high endothelial venules. Stress-induced CXCR2-immunopositive cells corresponded to macrophages. Psychological and/or physiological stress induces an acute stress response and formation of an immunoreactive microenvironment in cervical lymph nodes, with the CXCL1/CXCL2–CXCR2 axis being pivotal in the acute stress response.

## Introduction

Lymph nodes are secondary lymphoid organs that play a vital role in regulating immune responses in animals and initiating primary immune responses in other secondary lymphoid organs [1, 2]. A lymph node comprises the cortex, paracortex, and medulla, along with the adjoining areas encompassing antigen-presenting cells, antigenic substances from the lymph, and lymphocytes recruited into the lymph nodes from the blood [2–4]. The lymphatic vessel system allows the passage of signals from local pre-inflammatory and inflammatory sites [5]. The cervical lymph nodes are crucial in the regulation of immune responses in the maxillofacial area [6]. In humans, the cervical lymph nodes are involved in the pathway of metastases from maxillofacial carcinoma and are regarded as sentinel lymph nodes of the carcinoma in such areas. Understanding the basic nature of cervical lymph nodes would provide important insights into the mechanisms of metastases through cervical lymph nodes, even in animal models.

Chemokines are a superfamily of structurally similar proteins, comprising small cytokines that chemotactically recruit cells and mediate angiogenesis, immune response, homeostasis, and stem cell trafficking [7]. Functionally, chemokines are divided into three categories, namely homeostatic, pro-inflammatory, and dual-function [7], whereas structurally, they are classified into four families, namely CXC, CC, CX3C, and C [8]. Accordingly, their receptors are denoted as CXCR, CCR, CX3CR, and CR, respectively [9]. Of these, CXC chemokines are further subdivided into two groups: those with an ELR (Glu-Leu-Arg) motif preceding the first Cys and those without this motif [9]. Chemokines with an ELR, including CXCL1–3, 5–8, and 15, activate and direct neutrophils and exert angiogenic roles. Those without an ELR, including CXCL4, 9–11, and 14, act mainly on monocytes and lymphocytes and exert angiostatic effects [9]. CXCL1 (also known as GROα or MGSA-α) and CXCL2 (GROβ or MGSA-β) belong to the ELR group and share a common receptor, CXCR2 [10].

Stress induces changes in several cellular and humoral immune parameters. For example, immunological performance is affected by events such as immobilization, forced swimming, and electric shock [11–13]. Chronic stress suppresses immunity, whereas acute stress can enhance immunity [14, 15]. We have previously clarified the effects of acute stress on various brain regions [16–18]. The brain is an essential organ that protects the body from stress in concert with the immune system [19–21]; however, the effects of acute stress on lymphatic organs are not fully understood. Therefore, in this study, we aimed to elucidate the effects of acute stress on the cervical lymph nodes, a representative secondary lymphatic organ, in an experimental in vivo model. We examined changes in the expression levels and immunochemical characteristics of macrophages, erythrocytes, CXCL1, CXCL2, and CXCR2 in rat models.

## Materials and methods

### Study animals

Forty male Sprague–Dawley rats (10–12 weeks old, body weight 432 ± 30 g; SLC Japan, Hamamatsu, Japan) were used in this study. Experiments were conducted from December 2019 to August 2021. All animals were housed in an experimental animal facility, where the managers monitored animal health and behavior twice per day. The animals were maintained in a temperature-controlled room (23 ± 3 °C) with a 12/12 h light/dark cycle (lights were switched on at 7:00 h). Two to three rats were housed per cage (made of polypropylene; dimensions: 307 mm wide, 405 mm deep, and 227 mm high), and the rats had free access to water and food. The animals were treated humanely, taking all due measures to alleviate suffering. The Review/Ethics Committee of Jichi Medical University approved all experimental procedures, which were conducted according to the University Guidelines for Animal Experimentation and National Institutes of Health Guide for the Care and Use of Laboratory Animals (December 2019 Approval number: 18038-03).

### Stress induction

The animals were divided randomly into four groups (*n* = 6): a control group (C) and three experimental groups subjected to restraint stress (RS) for 30 min (RS30), 60 min (RS60), and 120 min (RS120). Animals were tied to a wooden board for 30, 60, and 120 min, respectively, to induce RS. Leg fasteners held the rats in the supine position (spread-eagle position). All stress induction procedures and euthanasia were performed between 11:00 and 17:00 h. RS was induced as described in our previous reports [17, 18, 22].

### Sample preparation

Immediately after each stress induction time was over, the animals were transferred into an airtight plastic case, anesthetized using inhalational anesthesia with 5% halothane (2-bromo-2-chloro-1,1,1-trifluoroethane; Takeda Chemical Industries, Osaka, Japan), and euthanized by intraperitoneal overdose of sodium pentobarbital (85 mg/kg; FUJIFILM Wako Chemical Corp., Osaka, Japan). The death of animals was confirmed by checking for whole body atony and respiratory arrest. After decapitation, the cervical lymph nodes were harvested from each group for microarray and reverse transcription-quantitative PCR (RT-qPCR) analyses. The organs were collected into plastic tubes and stored at −80 °C until analysis.

### RNA isolation

The total RNA was extracted from the cervical lymph nodes of the four groups using ISOGEN reagent (Nippon Gene Co. Ltd., Toyama, Japan), according to the manufacturer’s instructions. The total RNA concentration and purity were measured spectrophotometrically using a NanoDrop1000 (NanoDrop Technologies, Wilmington, DE, USA). RNA integrity was monitored by electrophoresis on an Agilent Bioanalyzer RNA 6000 Nano (Agilent Technologies, Santa Clara, CA, USA).

### Microarray analysis

The extracted RNA (100 ng) was subjected to Cy3-labeled cRNA synthesis using a Low Input Quick Amp Labeling Kit (5190-2305: Agilent Technologies). The amplified RNA and dye incorporation were quantified using the Agilent Bioanalyzer RNA 6000 Nano and hybridized to a microarray chip (SurePrint G3 Rat GE Microarray 8X60K ver. 2.0, Agilent Technologies). After hybridization, the chips were washed using the Gene Expression Wash Pack. The arrays were scanned with an Agilent SureScan G4900DA, and fluorescence intensity was extracted using Feature Extraction software ver. 11.5.1.1.

Raw data of the microarray intensities were normalized using the 75th percentile shift method with GeneSpring software ver. 14.9 (Agilent Technologies) for inter-microarray variability. Differential gene expression was defined as a two-fold change relative to that of the control. We performed Gene Ontology (GO) analysis to summarize the biological functions of the selected genes. The data were then processed using Fisher’s exact test and multiple test correction to identify significant over-representation of GO annotations belonging to the selected genes.

### RT-qPCR

The total RNA was extracted using the ISOGEN reagent (Nippon Gene, #311-07361), as described above, from the four groups. These concentrations were determined using the NanoDrop1000. cDNA was synthesized using a Transcriptor First-Strand cDNA synthesis kit (#04897030001, Roche Diagnostics Ltd., Basel, Switzerland), following the manufacturer’s protocol. Briefly, the template–primer mixture was denatured by heating the tube for 10 min at 65 °C in a heated block. The tube was briefly centrifuged and immediately cooled on ice. Master mix was added, and the tube was placed in a thermal cycler with a heated lid for 60 min at 50 °C. Reverse transcriptase was inactivated by heating the tube to 85 °C for 5 min, and the samples were chilled on ice. The synthesized cDNA stock was stored at −25 °C until analysis. qPCR was performed on a LightCycler® TaqMan Master (#04735536001, Roche Diagnostics Ltd.) using commercially available TaqMan probes with a dye label (FAM) on the 5′ end and a minor groove binder and a non-fluorescent quencher on the 3′ end, CXCL1 (Rn00578225_m1) [23], CXCL2(Rn00586403_m1) [24, 25], CXCR2(Rn02130551_s1) [24, 26], and GAPDH(Rn01775763_g1) [27] (Thermo Fisher Scientific, Waltham, MA, USA). The thermal cycling conditions provided for the LightCycler® 2.0 System were as follows: enzyme activation: 95 °C for 10 min, 45 cycles of amplification: 95 °C for 10 s, 60 °C for 30 s, and signal detection at 72 °C for 1 s, and cooling at 40 °C for 30 s. *Gapdh* was used as the reference gene to normalize the expression levels.

### Immunohistochemical analysis

We performed a histological examination to identify the tissues exhibiting increased *Cxcl1*, *Cxcl2*, and *Cxcr2* mRNA levels in the C and RS30 groups. For immunohistochemistry, animals (*n* = 3 in each group) were anesthetized and euthanized as described above. The animals were then transcardially perfused with 0.85% NaCl followed by 4% formaldehyde and 0.2% picric acid in 0.1 M sodium phosphate buffer (PB; pH 6.9). The cervical lymph nodes were dissected and fixed in the same fixative for 24 h. After immersing the samples in 20% sucrose, the lymph nodes were cut into 10-μm-thick sections using a sliding microtome (Yamato Kohki Industrial Co. Ltd., Asaka, Japan) equipped with a frozen stage. The sections were stored in 0.1 M PB (pH 7.4) containing 0.9% phosphate-buffered saline (PBS) until immunostaining. Some sections were stained with hematoxylin and eosin to examine the general histology. Immunohistochemistry was performed as described in our previous report [22]. Briefly, the sections were washed overnight and incubated with the following primary antibodies: mouse anti-CD68 antibody (ab31630; Abcam, Cambridge, UK; 1:100), rabbit anti-CXCL1 polyclonal antibody (bs-10234R, Bioss Antibodies, Boston, MA, USA; 1:500), rabbit anti-CXCL2 polyclonal antibody (LS-C294372; LifeSpan BioSciences, Inc., Seattle, WA, USA; 1:500), and rabbit anti-CXCR2 polyclonal antibody (orb1720; Biorbyt Ltd., Cambridge, UK; 1:500). After washing, the sections were incubated with biotinylated goat anti-rabbit IgG (BA-1000; Vector Laboratories, Burlingame, CA, USA; 1:100) for 1 h. For CD68, the sections were incubated with biotinylated donkey anti-mouse IgG (Millipore Corporation, Billerica, MA, USA; 1:100). The sections were washed and incubated for 30 min at room temperature with avidin–biotin–horseradish peroxidase complex (PK-6100; Vector Laboratories; 1:200). After the final wash, the sections were reacted with 0.02% 3,3′-deaminobenzidine tetrahydrochloride and 0.005% hydrogen peroxide in 0.05 M Tris-HCl (pH 7.4), counterstained with thionine, and coverslipped using Malinol (Muto Pure Chemicals Co. Ltd., Tokyo, Japan). For double staining of CD68 and CXCR2, the samples were treated with Alexa Fluor 488-conjugated donkey anti-mouse IgG specific for CD68 (ab150105; Abcam; 1:100) and Texas red–conjugated donkey anti-rabbit IgG specific for CXCR2 (GTX26800; GeneTex, Inc., Irvine, CA, USA; 1:100). PBS was used for all washing steps, and PBS containing 1% bovine serum albumin and 0.3% Triton X was used to dilute the antibodies. The cells were counted using printed images, and the areas with cells were calculated from the weights of printed papers.

In situ hybridization (ISH) was performed according to the manufacturer’s protocol (GenoStaff Co., Ltd., Tokyo, Japan). Animals (*n* = 3 in each group) were sacrificed as described above, except that 4% formaldehyde in PB (pH 7.4) was used as the fixative. The cervical lymph nodes were collected and embedded in paraffin wax after dehydration. Next, 6-μm-thick sections were mounted on MAS-coated glass slides (Matsunami Glass Ind., Ltd., Osaka, Japan). The sections were dewaxed using xylene and then hydrated in decreasing ethanol concentrations followed by distilled water. The sections were treated with 0.2% hydrochloric acid and 5 μg/mL protease K (FUJIFILM Wako Chemical Corp.) at 37 °C for 10 min each. After washing with PBS and hybridization buffer, the sections were hybridized to relevant probes at 60 °C overnight. Digoxigenin-labeled antisense and sense RNA probes were synthesized by GenoStaff Co., Ltd. (for rat CXCL1, sequence position: 636–864, size: 229 bases; for rat CXCL2, sequence position: 727–1047, size: 321 bases; for rat CXCR2, sequence position: 16–266, size: 251 bases). After washing with hybridization buffer, the sections were washed with 50% formamide for 10 min at 60 °C. The sections were washed with hybridization buffer and then with Tris-HCl buffer (pH 7.0) containing 0.8% NaCl, 0.02% KCl, and 0.2% Tween-20 at room temperature. Digoxigenin was detected with alkaline phosphatase-labeled anti-digoxigenin Fab fragments (32871920; Roche Diagnostics, Mannheim, Germany; 1:1,000 dilution), and signals were visualized using a mixture of nitrotetrazolium blue chloride (Sigma–Aldrich, St. Louis, MO, USA) and 5-bromo-4-chloro-3-indolyl phosphate *p*-toluidine salt (Sigma–Aldrich) in Tris-HCl buffer (pH 9.5). The sections were counterstained with Kernechtrot staining solution (Muto Pure Chemicals Co., Ltd.) and coverslipped with Malinol.

### Statistical analysis

Data are presented as the mean ± standard error of the mean. Differences between groups were analyzed by one-way analysis of variance, followed by Tukey’s post-hoc test. Results with *P* < 0.05 were considered statistically significant. Immunohistochemical and in situ histochemical data were statistically analyzed using *t*-tests. Statistical analysis was performed using Statcel4 software (OMS Publishing, Inc., Saitama, Japan).

## Results

### Screening of differentially expressed genes

We screened a total of 26,186 genes using microarray analysis. Among them, the expression of 514 and 496 genes was upregulated and downregulated, respectively, by 2-fold or more in the RS30 group compared with that in the C group. 

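Cervical lymph node RNA of the C group and of the RS30 group, taken after 30 min of restraint, was each hybridized to 1 array, so that a difference between the groups has no replicate check and no test was run. The paper's text does not state how many rats the RNA of an array came from or whether it was pooled. The sample labels give no restraint time for the stressed array, which was assigned to RS30 because the microarray results of the paper compare this group with the C group. Each array carries 60-base probes and was read in 1 color, Cy3, so that the intensity of a spot measures the labeled cRNA bound to its probe. Both arrays lay on 1 slide and were read in 1 scan. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted the background from each spot without normalization between the arrays. An array held 62976 spots, 58717 of them with probes other than controls. Spots flagged as outliers, 489 on the C array and 660 on the RS30 array, were left out, and the log2 intensities of the spots of each probe were averaged, which gave 45598 probes. The 75th percentile over these probes, an intensity of 189 on the C array and 176 on the RS30 array, was subtracted on the log2 scale, after the method of the paper. The scanner software marked 24946 probes (54.7%) as well above background on the C array and 25033 (54.9%) on the RS30 array, compared with 2 and 3 of the 308 negative control spots. No probe other than a control was saturated on either array. A gene, under the name the files give it, was represented by its probe with the highest mean signal over both arrays, and counted as screened when that probe was well above background on at least 1 array. This gave 21096 genes, of which 19214 were above background on both arrays, 972 on the RS30 array only, and 910 on the C array only. Without this filter the count was 36174 genes. Counted by probe rather than by gene, 26186 probes were well above background on at least 1 array. For a gene above background on 1 array only, the fold change is a lower bound, taken against the dim array's lowest signal among probes well above background or the probe's own signal there, whichever was higher. The only spread within the data is that between spots of one array: over the 1350 probes printed in 10 spots, the median SD of the log2 intensity on the C array was 0.38 at intensities under 8 and 0.052 at intensities of 512 or more. The number of arrays limits the precision of every comparison, since this spread does not include differences between rats.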

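In the comparison of the RS30 array with the C array, 730 genes were higher and 903 genes were lower by 2-fold or more. Of the higher genes, 493 were measured on both arrays and 237 reached 2-fold as a lower bound. Of the lower genes, 601 were measured on both arrays and 302 reached 2-fold as a lower bound. With the background corrected by limma's normexp method, which adds an offset to all signals, the counts were 234 higher and 378 lower. The share of genes past 2-fold was 13.8% in the dimmest quartile of the screened genes by mean signal and 3.77% in the brightest quartile.

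**Figure D1:**
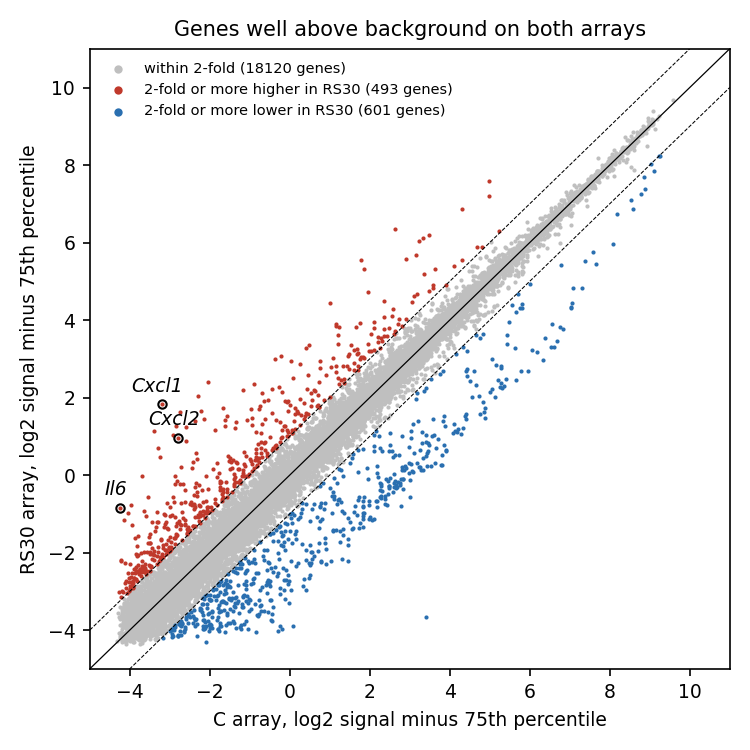
Normalized log2 signal of each gene well above background on both arrays, with the C array on the horizontal axis and the RS30 array on the vertical axis, both relative to the 75th percentile of the array. The solid line marks equal signals, circles mark Cxcl1, Cxcl2 and Il6, and dashed lines mark 2-fold differences, with 493 genes (red) above them and 601 genes (blue) below.

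Among genes measured on both arrays whose probes all changed in one direction, the 10 largest increases included those of Cxcl1, Adgrl2, Hspa1a, Srxn1, Adamts4, S100a8, Enc1, Cyr61 (Ccn1 in RefSeq), and Nr4a3. Adgrl2 rose from an intensity of 17.9 to 387, which was 23.1-fold higher after normalization, and Nr4a3 rose from 31.1 to 413, or 14.2-fold. The largest lower bounds were at least 57.6-fold higher for the transcript ENSRNOT00000044699, to which the files give no gene name, at least 53.7-fold for Fosb, and at least 29.9-fold for Fosl1. With normexp, the log2 differences were 2.41 for Nr4a3, 3.15 for Fosb, and 2.20 for Fosl1. Adgrl2 had 2 probes above background, and the values above are those of the brighter, with a log2 difference of 4.53. Without normexp, the mean over both probes was 2.35, so the other probe rose much less. The largest decrease on both arrays was that of the transcript ENSRNOT00000073316, also without a gene name, from an intensity of 2014 to 14.0, a log2 difference of -7.07. Abca9 (log2 difference -3.57) and 5 uncharacterized or predicted loci were also among the 10 largest decreases. The next largest after ENSRNOT00000073316 was that of LOC103690606, at -3.97. RGD1309362 was at least 253-fold lower, Potec at least 39.9-fold, and LOC102549036 at least 39.3-fold.
The lower genes differed from the others in probe sequence. Of the 903 lower genes, 408 (45.2%) were represented by a probe that holds at least 6 alternating A and G bases in a row, compared with 21 (2.88%) of the higher genes and 1013 (4.80%) of all screened genes. Probes with such runs made up 6 of the 10 largest decreases.

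**Figure D2:**
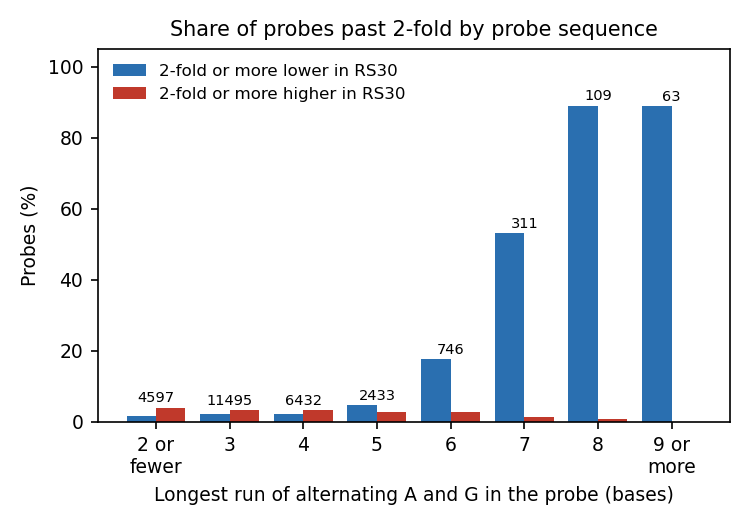
Share of probes (%) that were 2-fold or more lower (blue) or higher (red) on the RS30 array than on the C array, by the longest run of alternating A and G bases in the probe; the number above each pair of bars is the number of probes. The share of lower probes was 1.74% with runs of 2 or fewer bases, 53.1% with runs of 7 bases, and 89.0% with runs of 8 bases.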

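The probe for Cxcl1 lies on chromosome 14 from 18690468 to 18690527 on the reverse strand in the coordinates of the files, whose header names the rat build rn4 without stating it beside the coordinates. This probe was printed in 10 spots. On the C array, 9 of them were used, with intensities from 13.7 to 25.8 (SD of log2 intensity 0.28), and on the RS30 array all 10 were used, with intensities from 592 to 671 (SD 0.064). The averages, 20.8 and 624, gave a log2 difference of 5.03 after normalization, or 32.6-fold, with a combined error of 0.086 for the spot measurement alone. The probe for Cxcl2, on the same chromosome and strand from 18677165 to 18677224, was printed in 1 spot. Its intensity was 27.2 on the C array and 345 on the RS30 array, a log2 difference of 3.76, or 13.6-fold, with a spot error of 0.23. Both differences exceeded the error of the spots, and neither could be set against a spread between rats. By size, Cxcl1 ranked 1 and Cxcl2 ranked 13 among the increases of genes measured on both arrays whose probes all changed in one direction. Of 2302 other genes whose mean signal lay within 0.5 log2 units of that of Cxcl1, 0 rose as much, and of 2299 genes around Cxcl2, 9 (0.391%) rose as much as Cxcl2. With the normexp background correction, the log2 differences fell to 3.12 for Cxcl1 and 2.33 for Cxcl2. Mt2A, at 3.65, and Errfi1, at 3.18, rose more than Cxcl1 with that correction, so the rank of Cxcl1 depends on the background handling.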

Notably, we observed 23- and 13-fold higher expression levels of *Cxcl1* and *Cxcl2*, respectively, in the RS30 group than in the C group. Furthermore, the expression of *Cxcr2* was upregulated by approximately 1.6-folds in the RS30 group compared with that in the C group (Fig. 1a). 

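The brighter of the 2 probes for Cxcr2, on chromosome 9 from 73477254 to 73477313 on the forward strand, had an intensity of 10.1 on the C array, where it was not well above background, and 15.6 on the RS30 array, where it was. The lower bound, at least 1.66-fold higher on the RS30 array, is here the plain ratio of both signals after normalization, because the C signal exceeded the lowest signal among probes well above background, and it makes no allowance for the spot error. The log2 difference was 0.73 with a spot error of 0.43 from 1 spot per array. With normexp, where the other probe was the brighter, the bound was 1.11-fold. The second probe, from 73478208 to 73478267, went from 9.73 to 13.2 and was likewise above background on the RS30 array only, which gave a ratio of 1.45. Changes of this size were common among dim genes: of 2490 genes with a mean signal within 0.5 log2 units of that of Cxcr2, 354 (14.2%) rose as much or more. From this comparison of both groups, the paper states that Cxcr2 was upregulated together with Cxcl1 and Cxcl2 in the RS30 group. Apart from the arrays, it reports higher Cxcr2 mRNA in that group by RT-qPCR, and more Cxcr2-positive cells by in situ hybridization.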

Using a database (Gene Ontology Consortium (http://www.geneontology.org)), microarray analysis data were integrated to identify the GO terms and biological processes related to the three upregulated genes. The top 15 significantly enriched GO terms associated with the three upregulated genes are presented in Fig. 1b.

**Fig. 1:**
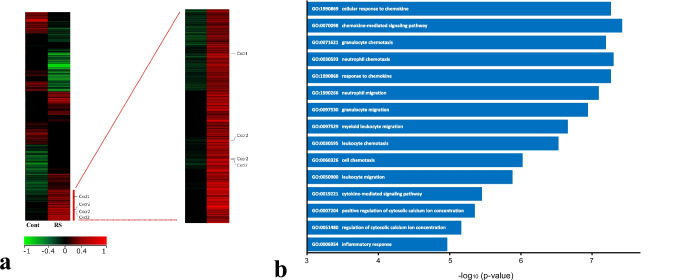
Heat-map clustering analysis and Gene Ontology (GO) functional enrichment analysis. **a** Heat-map representing differentially expressed genes in cervical lymph nodes of control and 30-min restraint stress rats as obtained in microarray analysis. **b** Top 15 GO terms and biological processes related to the three upregulated genes

### mRNA expression analysis using RT-qPCR

Stress immediately induced transient upregulation of *Cxcl1/2* mRNA expression in the RS30 group (*P* < 0.01 compared with the C group based on a Tukey’s post-hoc test). Notably, the expression levels were significantly downregulated in the RS60 and RS120 groups (*P* < 0.01) compared with the expression levels in the RS30 group, and the levels recovered to the normal levels in the C group. In contrast, the mRNA levels of *Cxcr2* were significantly increased in the RS30 and RS120 groups (*P* < 0.05) compared with that in the C group. The mRNA levels tended to remain at higher levels in the RS60 group than in the C group, although the differences were not significant (Fig. 2).

**Fig. 2:**
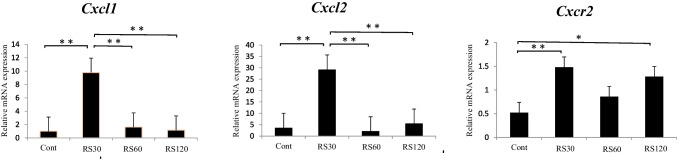
RT–qPCR analysis of *Cxcl1*, *Cxcl2*, and *Cxcr2* mRNA in cervical lymph nodes. Relative mRNA expression of *Cxcl1*, *Cxcl2*, and *Cxcr2* in the four groups: control (Cont), restraint-stressed for 30 min (RS30), 60 min (RS60), and 120 min (RS120) (*n* = 6). **P < 0.01; *P < 0.05 vs. control. Data are presented as the mean ± standard error of the mean

### General histopathology findings

Cervical lymph nodes in the RS30 group showed frequent erythrocyte accumulation in the medullary sinus; this accumulation was not observed in the C group (Fig. 3a, b). The accumulated erythrocytes also formed rosettes enclosing macrophages (Fig. 3c, d). Erythrocyte accumulation was rarely observed in the RS60 group and was not detectable in the RS120 group.

**Fig. 3:**
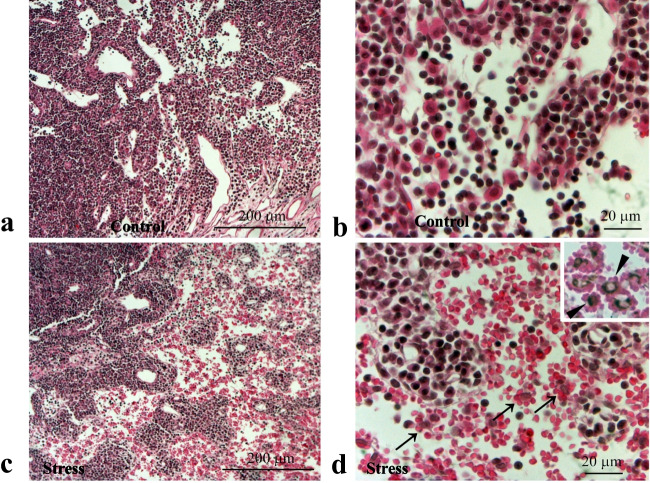
Erythrocyte accumulation in the 30-min restraint-stressed group. Low (**a**, **c**) and high (**b**, **d**) magnification micrographs of hematoxylin and eosin-stained sections of control (**a**, **b**) and 30-min restraint-stressed (**c**, **d**) animals. Arrows in **d** indicate erythrocyte rosette formation in the medullary sinus. Inset in **d** indicates CD68-immunoreactive macrophages at the center of each rosette (arrowhead). Scale bars: **a** and **c** = 200 μm, **b** and **d** = 20 μm

### Immunohistochemical and ISH findings

CD68-immunoreactive macrophages were mainly localized in the medullary sinus (Fig. 4a-e). In the cervical lymph nodes of the C group, CD68-immunoreactive macrophages were slender and scattered (Fig. 4a, b). In contrast, the macrophages in the RS30 group were swollen and more densely located in the lymph nodes (Fig. 4c, d). The number of CD68-immunoreactive cells (per 100 μm^2^) in the medullary sinus was 14.3 ± 2.9 and 18.8 ± 5.0 in the C and RS30 groups, respectively (*P* < 0.01) (Fig. 4e).

**Fig. 4:**
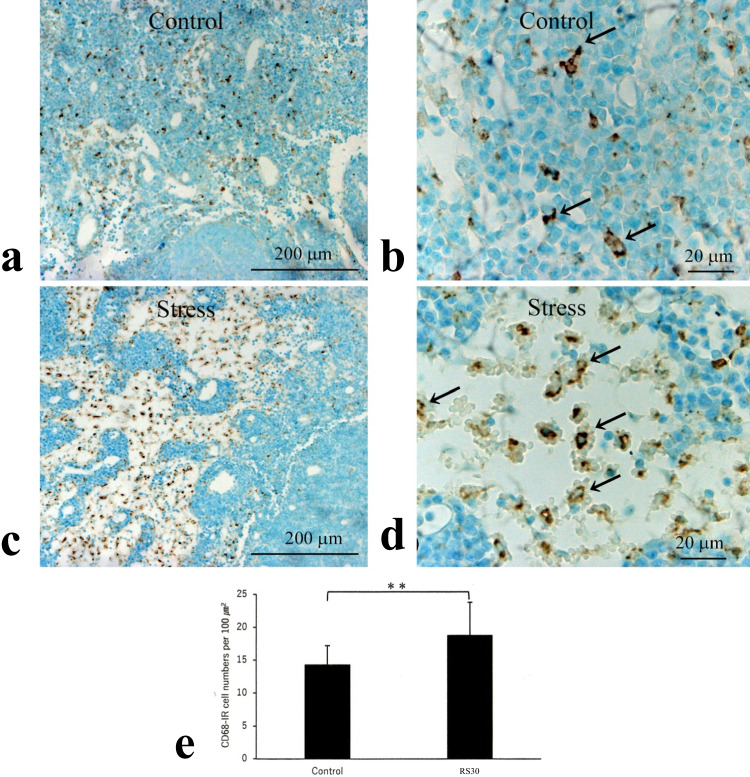
Increases in CD68-IR cells and their cell numbers in the 30-min restraint-stressed group. Low (**a**, **c**) and high (**b**, **d**) magnification micrographs of immunohistochemically stained CD68-immunoreactive (-IR) cells in the medullary sinus of control (**a**, **b**) and 30-min restraint-stressed (**c**, **d**) animals. Arrows in **b** and **d** indicate CD68-IR cells. Scale bars: **a** and **c** = 200 μm, **b** and **d** = 20 μm. **e** Bar graph of the number of CD68-IR cells per 100 μm^2^ in control and 30-min restraint-stressed (RS30) animals. **P < 0.01 vs. control

CXCL1-immunoreactive cells were mainly localized in the medullary cords where B/plasma cells were present (Fig. 5a-d). Immunoreactive puncta were eccentrically localized to the cell nucleus (Fig. 5b, d), presumably corresponding to cisternae of the rough endoplasmic reticulum and/or Golgi complex of plasma cells. In some presumed B cells, immunoreactivity was extended to the whole cell bodies (Fig. 5b, d). Based on the cell size (7–9 μm in diameter), paucity of the cytoplasm, and location in the B/plasma cell territories, these immunoreactive cells were predicted to be B cells. The number of these cells was smaller than that of immunoreactive puncta-bearing cells. The number of immunoreactive puncta per 100 μm^2^ was 78.8 ± 17.3 and 100.8 ± 16.6 in the C and RS30 groups, respectively (*P* < 0.05) (Fig. 6a). Concomitantly, ISH signals were observed in areas eccentrical to the cell nucleus (Fig. 5e, f). The number of B/plasma cells with these features was larger in the RS30 group (Fig. 5f) than in the C group (Fig. 5e). The number of *Cxcl1* ISH-positive cells per 100 μm^2^ was 89.8 ± 33.2 and 129.2 ± 23.5 in the C and RS30 groups, respectively (*P* < 0.05) (Fig. 6b).

**Fig. 5:**
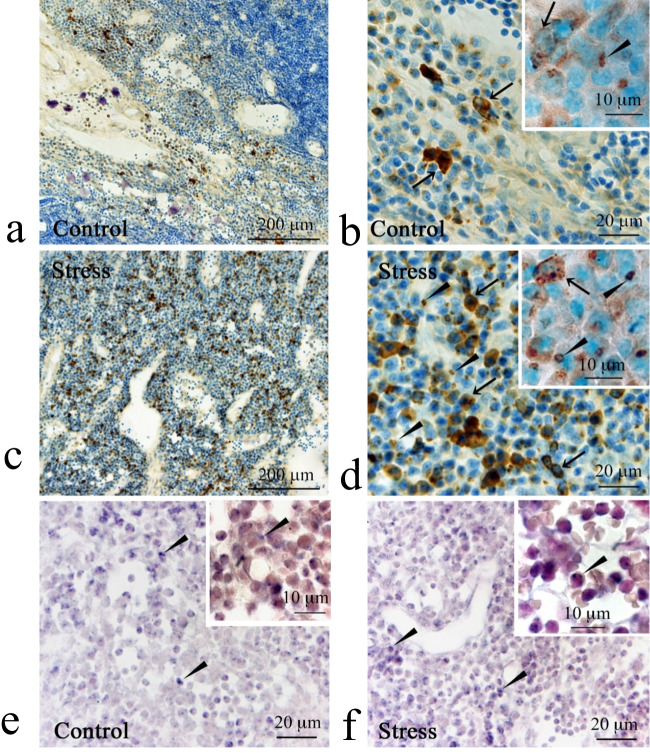
Increases in CXCL1-IR and *Cxcl1*-ISH-positive cells in the 30-min restraint-stressed group. Low (**a**, **c**), medium (**b**, **d**), and high (insets) magnification micrographs of CXCL1-immunoreactive (-IR) cells and puncta in the medullary cords of the control (**a**, **b**) and 30-min restraint-stressed (**c**, **d**) animals. Medium (**e**, **f**) and high (insets) magnification micrographs of in situ hybridization (ISH) histochemical signals of *Cxcl1* in the medullary cords of the control (**e**) and 30-min restraint-stressed (**f**) animals. Arrows in **b**, **d** and insets indicate CXCL1-IR cells; arrowheads in **b**, **d** and insets indicate CXCL1-immunoreactive puncta. Arrowheads in **e**, **f** and insets indicate ISH histochemical signals from cells in the medullary cords. Scale bars: **a** and **c** = 200 μm; **b** and **d**–**f** = 20 μm; insets = 10 μm

**Fig. 6:**
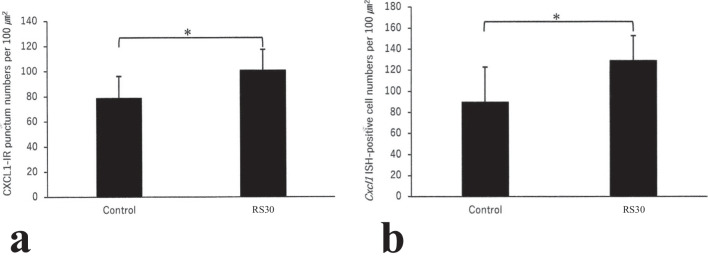
Increases in CXCL1-IR punctum numbers and *Cxcl1*-ISH-positive cell numbers in the 30-min restraint-stressed group. Bar graphs indicating the number of CXCL1-immunoreactive (-IR) puncta (**a**) and *Cxcl1* in situ hybridization (ISH)-positive cells (**b**) in the control and 30-min restraint-stressed (RS30) animals per 100 μm^2^. *P < 0.05 vs. control

Immunohistochemically, CXCL2-immunoreactivity was observed in endothelial cells of the high endothelial venules in the cortex (Fig. 7a–d) but not in those of the ordinal venules in the cortex and medulla. Furthermore, the immunoreactive intensity increased in endothelial cells of the high endothelial venules in the RS30 group (Fig. 7c, d). The percentages of immunopositive areas against the entire endothelial cell area of the high endothelial venules were 42.9 ± 12.2% in the C group and 64.2 ± 13.8% in the RS30 group (*P* < 0.05) (Fig. 8a). Additionally, the ISH findings agreed with those of the immunohistochemical analysis (Fig. 7e, f). Although the positive signals in the cervical lymph nodes were not prominent in the C group (Fig. 7e), they increased significantly in the RS30 group (Fig. 7f). The percentages of *Cxcl2* ISH-positive cell numbers compared to the total number of cells in the high endothelial venules were 29.3 ± 6.1% and 57.2 ± 13.2% in the C and RS30 groups, respectively (*P* < 0.05) (Fig. 8b).

**Fig. 7:**
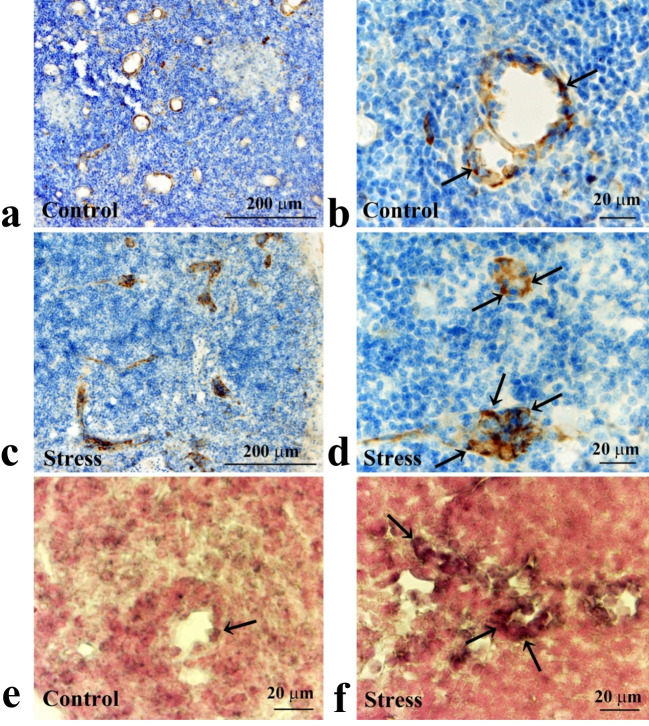
Increases in CXCL2-IR and *Cxcl2*-ISH-positive cells in the 30-min restraint-stressed group. Low (**a**, **c**) and high (**b**, **d**) magnification micrographs of CXCL2-immunoreactive (-IR) endothelial cells of high endothelial venules of control (**a**, **b**) and 30-min restraint-stressed (**c**, **d**) animals. High (**e**, **f**) magnification micrographs of *Cxcl2* in situ hybridization (ISH) histochemical signals from endothelial cells of high endothelial venules of control (**e**) and 30-min restraint-stressed (**f**) animals. Arrows in **b** and **d** indicate CXCL2-IR endothelial cells, and those in **e** and **f** indicate ISH histochemical signals from endothelial cells. Scale bars: **a** and **c** = 200 μm; **b** and **d**–**f** = 20 μm

**Fig. 8:**
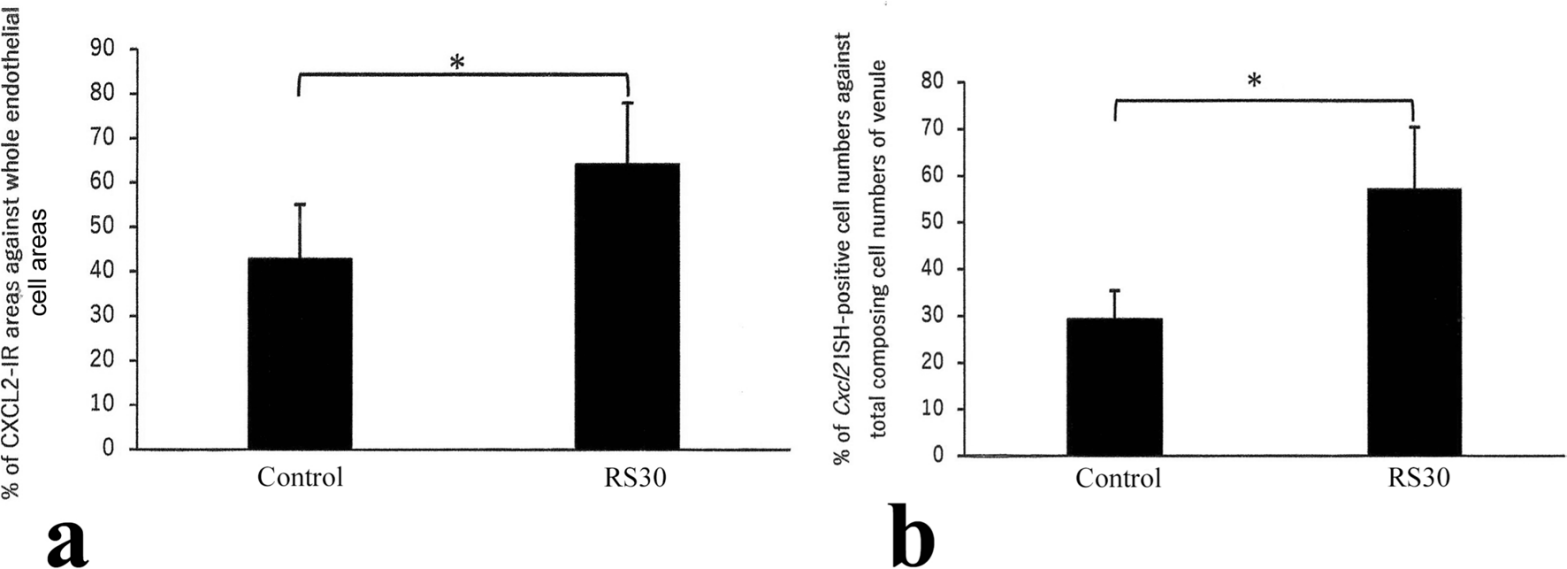
Increases in CXCL2-IR areas and *Cxcl2*-ISH-positive cell numbers in the 30-min restraint-stressed group. Bar graphs indicating the percentage of CXCL2-immunoreactive (-IR) areas compared to whole endothelial cell areas of the high endothelial venules (**a**) and percentage of *Cxcl2* in situ hybridization (ISH)-positive cell number compared to the total number of cells in the high endothelial venules (**b**) in the control and 30-min restraint-stressed (RS30) animals. *P < 0.05 vs. control

Furthermore, CXCR2-immunoreactive cells were mainly observed in the medullary sinus (Fig. 9a–d). In the C group, the cells were slender and scattered (Fig. 9a, b); in stressed animals, these cells were swollen and denser (Fig. 9c, d). Double staining for CD68 and CXCR2 indicated that CXCR2-immunoreactive cells corresponded to CD68-immunoreactive macrophages (Fig. 9e, f). Furthermore, ISH revealed intense signals in macrophages from the RS30 group (Fig. 10b) compared with those from the C group (Fig. 10a). In addition, *Cxcr*2 signals were observed in the medullary lymphocytes, showing that the intensity was higher in the RS30 group (Fig. 10b) than in the C group (Fig. 10a). The number of *Cxcr2* ISH-positive cells per 100 μm^2^ was 64.7 ± 20.6 and 145.1 ± 34.1 in the C and RS30 groups, respectively (*P* < 0.01) (Fig. 10c).

**Fig. 9:**
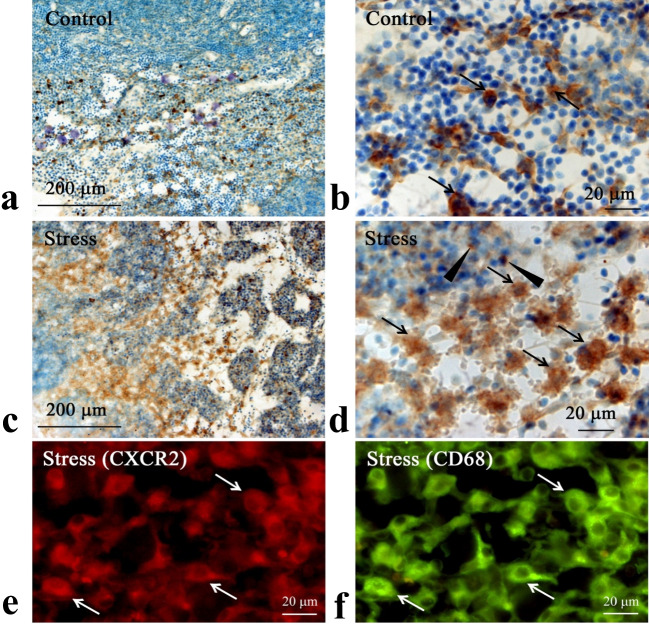
Increases in CXCR2-IR cells in the 30-min restraint-stressed group. Low (**a**, **c**) and high (**b**, **d**) magnification micrographs of CXCR2-immunoreactive (-IR) cells in the medullary sinus of control (**a**, **b**) and 30 min-restraint-stressed (**c**, **d**) animals. Double staining of CXCR2 (**e**) and CD68 (**f**). Arrows in **b** and **d** indicate CXCR2-IR cells, and arrowheads in **d** indicate CXCR2-IR puncta. Arrows in **e** and **f** indicate identical cells. Scale bars: **a** and **c** = 200 μm; **b** and **d**–**f** = 20 μm

**Fig. 10:**
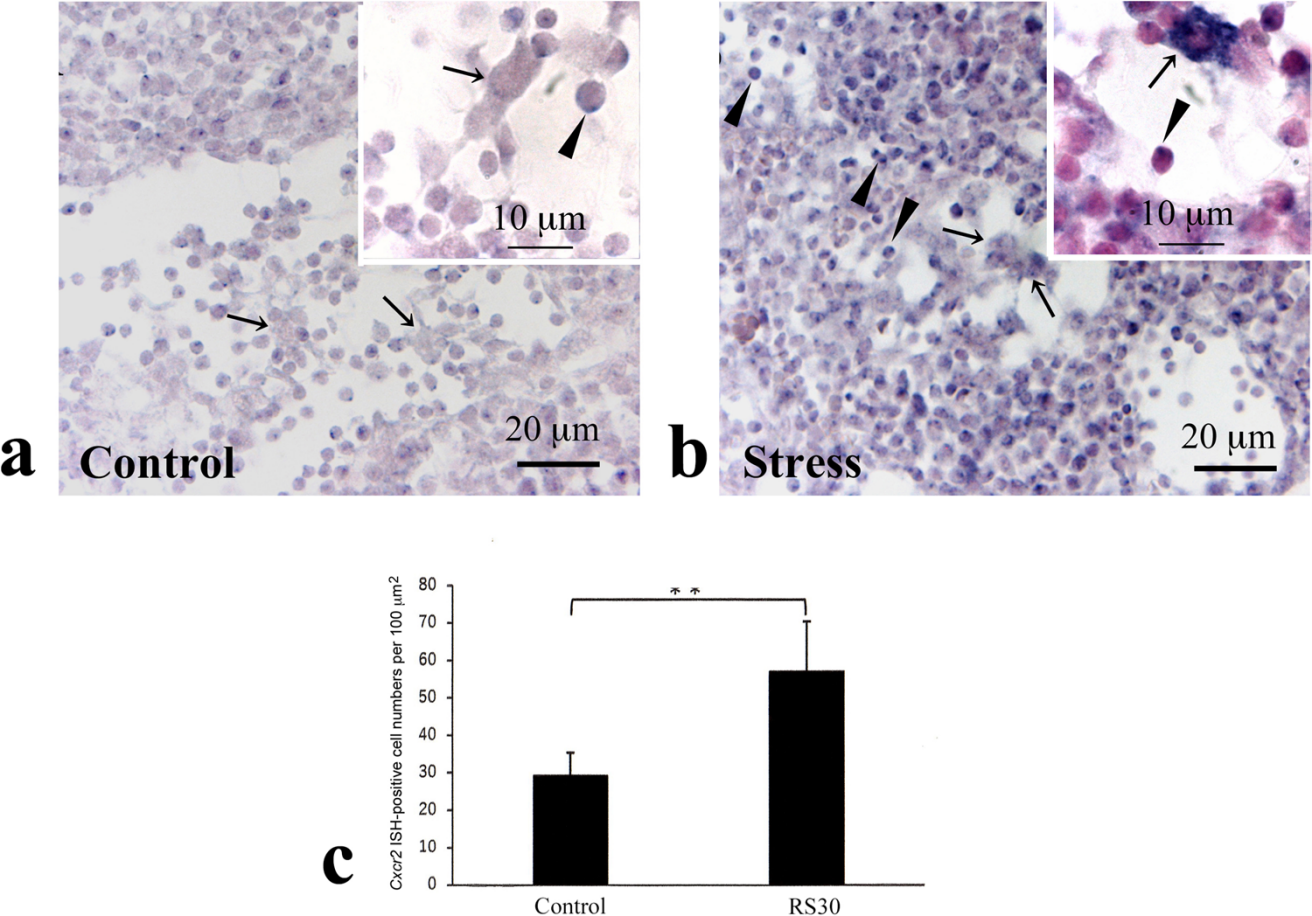
Increases in *Cxcr2*-ISH-positive cells and their cell numbers in the 30-min restraint-stressed group. Low (**a**, **b**) and high (insets) magnification micrographs of *Cxcr2* in situ histochemical signals in medullary sinuses and cords in the control (**a**) and 30-min restraint-stressed (**b**) animals. Arrows in **a**, **b**, and insets indicate presumed macrophages in the medullary sinus. Arrowheads in **a**, **b**, and insets indicate in situ hybridization (ISH)-positive presumed B cells in the medullary sinuses and cords. A bar graph (**c**) indicating *Cxcr2* ISH-positive cell number in the control and 30-min restraint-stressed (RS30) animals per 100 mm^2^. **P < 0.01 vs. control. Scale bars: **a** and **b** = 20 μm; insets = 10 μm

## Discussion

We demonstrated that RS increased the expression of *Cxcl1*, *Cxcl2*, and *Cxcr2*. The expression of *Cxcl1* and *Cxcl2* induced by RS was transient, whereas that of *Cxcr2* tended to persist for a longer time (Fig. 2). To the best of our knowledge, although no studies have reported on such changes in the cervical lymph nodes, in vivo and in vitro studies have shown that the expression of *Cxcl1*, *Cxcl2*, *and Cxcr2* is synergistically increased at the gene and protein levels upon stimulation in a time-dependent manner [28–31]. These results suggest that changes in expression levels are characteristic biological reactions to RS in the lymph nodes. Continuous expression of *Cxcr2* may correspond to other local environmental changes associated with the expression, networks, and stimulation of other chemokines, such as CXCL3, CXCL4, CXCL5, CXCL6, CXCL7, and CXCL8, because they are also ligands of CXCR2 [32, 33]. Similarly, the expression of *Cxcl3* was increased by 2.32-fold in our study (Fig. 1a). 

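On the arrays, the brighter probe for Cxcl3 (chromosome 14, 18786864 to 18786923, reverse strand) had an intensity of 6.02 in the C group, not well above background, and 13.1 in the RS30 group. The ratio of these signals after normalization was 2.33. Because the C signal was not above background, Cxcl3 was at least 1.48-fold higher, a log2 difference of 0.57 with a spot error of 0.61, so that the lower bound did not exceed the error of a single spot. The second probe was not well above background on either array. Among 1640 genes of similar mean signal, 222 (13.5%) had a ratio as high or higher. Of the other chemokines that the paper lists here as CXCR2 ligands, Pf4, which encodes CXCL4, rose from an intensity of 132 to 238. The log2 difference was 0.94 with a spot error of 0.21. The Introduction of the paper places CXCL4 in the group without the ELR motif. The probes for Cxcl6 and for Ppbp, which encodes CXCL7, were not well above background on either array, and Cxcl5 was not analysed here.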

*Cxcl1* was expressed in the medullary cords, where most lymphocytes were B/plasma cells [3]. B/plasma cells are typically activated by invading humoral antigens and produce specific antibodies [3]. However, our results indicate that the B/plasma cells were activated by RS in the absence of invading humoral antigens. Therefore, RS may stimulate B/plasma cells to enhance CXCL1 synthesis and secretion in a pathway distinct from the specific antibody production pathway. Furthermore, *Cxcl2* was expressed in the endothelial cells of the high endothelial venules, suggesting the association of *Cxcl2* with endothelial cell functions (see later discussion). *Cxcr2* was expressed in macrophages and presumable B/plasma cells in the medullary cord. Moreover, the results of GO analysis (Fig. 1b) suggested the involvement of RS-mediated, rapid induction of the CXCL1/CXCL2-CXCR2 axis in leukocyte chemotaxis and migration, as well as in regulating the chemokine network in the cervical lymph nodes and inflammation [34, 35]. We observed that such increases were transient, suggesting that these changes are symptoms of adaptation responses against RS wherein the response is efficiently activated once and then inactivated. Therefore, *Cxcr2*, a receptor for *Cxcl1* and *Cxcl2*, may perform essential roles in concert with *Cxcl1*, *Cxcl2*, and macrophages, to regulate the resistance against RS in the lymph nodes. Although the underlying mechanisms of the adaptation are unknown, some of these effects may be achieved through the nervous system [36, 37] or via inhibitory cytokines [38] (see later discussion). Further studies are required to determine the underlying mechanisms.

Macrophages are heterogeneous with respect to their morphologies, phenotypes, biochemical characteristics, and functions regulated by internal and external factors [39]. Various local growth factors, pro-inflammatory cytokines, and microbial products influence the phenotypic differentiation of macrophages [39, 40]. Macrophages exhibit an array of functions, from phagocytosis and antigen presentation to the production of various cytokines, including interleukin-1, interleukin-6, and tumor necrosis factor α, among others [41, 42]. Stress enhances the infiltration, activation, and antigen-presenting capability of macrophages [15, 43] suggesting that macrophages have a capacity to react against acute stress as demonstrated in this experiment. Although CXCR2 is expressed on macrophage progenitor cells under tumor conditions [44], to the best of our knowledge, this is the first study to demonstrate that CXCR2 is expressed on macrophages under non-tumor conditions. Interestingly, CXCL1 and CXCL2, which were both increased by RS, are ligands of the CXCR2 receptor. Stress-induced CXCL1 and CXCL2 may activate macrophages via CXCR2 and result in erythrocyte accumulation seen in the RS30. Taken together, a CXCL1/CXCL2 and CXCR2 axis may perform key functions in the cervical lymph nodes in response to acute stress.

We demonstrated that acute stress increased CXCL2 in high endothelial venules of the cervical lymph nodes at the transcript and protein levels. Regarding high endothelial venules, lymphocytes migrate from the bloodstream to the lymph node matrix [45–48]. The recruitment of leukocytes, including lymphocytes, is precisely regulated by selective leukocyte-endothelial cell recognition and involves at least three consecutive steps: primary adhesion, chemoattractant activation, and activation-dependent adhesion [46, 47]. Each step requires various factors and adhesion receptors and several combinatorial mechanisms to generate specificity and diversity in leukocyte-endothelial cell interactions. Among these three steps, the second step involves multiple chemokines, including those of the CXC and CC families [46, 47]. Although CXCL1 is defined as an endothelial-derived chemoattractant, CXCL2 is not listed under this category. However, Springer [47] proposed that other chemokines are excellent candidates for providing the signal (second step) required to activate integrin adhesiveness and lymphocyte migration to the lymph nodes. In support of this proposal, our findings suggest that CXCL2 is an acute stress-related endothelial-derived chemoattractant in the lymph nodes. Therefore, the rapid stress-induced CXCL2 and CXCL1 play important roles in leukocyte chemotaxis and migration within the cervical lymph nodes to achieve immune responses against acute stress.

Acute stress activates the sympathetic nervous system and hypothalamus–pituitary–adrenal axis, resulting in a rapid increase in the levels of plasma stress hormones, including catecholamines and glucocorticoids [20, 21]. Innervation of the lymph nodes by sympathetic nerve fibers is well-documented [49, 50], where noradrenergic fibers penetrate along with blood vessels from the lymph node hilus to the cortical regions. The fibers extend from the blood vessel nerve plexus to regions of T lymphocytes in the paracortical and cortical zones [49]. Adrenergic receptors (AR) were previously detected in immune cells [51]. Among the ARs, βAR is associated with cells responsible for innate immunity, and αAR is primarily expressed by monocytes/macrophages [50]. Moreover, the intimate physiological interaction between nerve fibers and immune cells was morphologically observed in the lymph nodes [52]. Activation of ARs leads to the production of inflammatory substances such as cytokines [53]. Other prominent stress hormones, such as glucocorticoids, exert anti-inflammatory and immuno-suppressive properties by regulating immune cell adhesion on blood vessel endothelial cells, suppressing immune cell activation, and inhibiting cytokine production [19, 54]. Furthermore, glucocorticoids downregulate pro-inflammatory mediators from monocytes/macrophages and differentiate into anti-inflammatory phenotypes, ultimately increasing migration [55]. Collectively, although the underlying mechanisms remain unclear, increased levels of catecholamines and glucocorticoids induced by acute stress may directly or indirectly be associated with the transient activation of macrophages and the CXCL1/CXCL2-CXCR2 axis in the cervical lymph node microenvironment.

The present study was performed using animal models. Although the results obtained in animal models are not directly applicable to humans, many types of these models have been established [56, 57], and data that reflect human health have been obtained. The most well-known case is the “stress theory” proposed in 1936 by Hans Selye, who put forward the theory based on data from animal models [58]. Since then, our understanding of human stress has considerably improved, and some insights have been applied in clinical settings. Therefore, our data provide a foundation for further studies in humans.

## Data Availability

All data generated or analyzed during this study are included in this published article. Microarray data has been registered with GEO (GSE202994: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202994).

## References

[1] Barker CF, Billingham RE (1968). The role of afferent lymphatics in the rejection of skin homografts. J Exp Med..

[2] Gretz JE, Anderson AO, Shaw SS (1997). Cords, channels, corridors and conduits: critical architectural elements facilitating cell interactions in the lymph node cortex. Immunol Rev..

[3] Willard-Mack CL (2006). Normal structure, function, and histology of lymph nodes. Toxicol Pathol..

[4] Ohtani O, Ohtani Y (2008). Structure and function of rat lymph nodes. Arch Histol Cytol..

[5] von Andrian UH, Mempel TR (2003). Homing and cellular traffic in lymph nodes. Nat Rev Immunol..

[6] Schilling C, Stoeckli SJ, Haerle SK, Broglie MA, Huber GF, Sorensen JA (2015). Sentinel European Node Trial (SENT): 3-year results of sentinel node biopsy in oral cancer. Eur J Cancer..

[7] Gerard C, Rollins BJ (2001). Chemokines and disease. Nat Immunol..

[8] Zlotnik A, Yoshie O, Nomiyama H (2006). The chemokine and chemokine receptor superfamilies and their molecular evolution. Genome Biol..

[9] Rossi D, Zlotnik A (2000). The biology of chemokines and their receptors. Annu Rev Immunol..

[10] Liu X, Dai LI, Zhou R (2015). Association between preeclampsia and the CXC chemokine family (Review). Exp Ther Med..

[11] Lysle DT, Lyte M, Fowler H, Rabin BS (1987). Shock-induced modulation of lymphocyte reactivity: suppression, habituation, and recovery. Life Sci..

[12] Aarstad HJ, Kolset SO, Seljelid R (1991). The effect of stress in vivo on the function of mouse macrophages in vitro. Scand J Immunol..

[13] Durant S, Coulaud J, Amrani A, el Hasnaoui A, Dardenne M, Homo-Delarche F (1993). Effects of various environmental stress paradigms and adrenalectomy on the expression of autoimmune type 1 diabetes in the non-obese diabetic (NOD) mouse. J Autoimmun..

[14] Dhabhar FS, McEwen BS (1997). Acute stress enhances while chronic stress suppresses cell-mediated immunity *in vivo*: a potential role for leukocyte trafficking. Brain Behav Immun..

[15] Viswanathan K, Daugherty C, Dhabhar FS (2005). Stress as an endogenous adjuvant: augmentation of the immunization phase of cell-mediated immunity. Int Immunol..

[16] Sasaguri K, Yamada K, Yamamoto T (2018). Uncovering the neural circuitry involved in the stress-attenuation effects of chewing. Jpn Dent Sci Rev..

[17] Onuki M, Yamamoto T, Sasaguri K, Yamada K, Okada N, Kawata T (2018). Chewing ameliorates the effects of restraint stress on pERK-immunoreactive neurons in the rat insular cortex. Neurosci Lett..

[18] Hatanaka R, Onuki M, Sasaguri K, Yamada K, Saruta J, Yamamoto T (2020). Chewing augments stress-induced increase of pERK-immunoreactive cells in the rat cingulate cortex. Neurosci Lett..

[19] Chrousos GP (1995). The hypothalamic-pituitary-adrenal axis and immune-mediated inflammation. N Engl J Med..

[20] Webster Marketon JIW, Glaser R (2008). Stress hormones and immune function. Cell Immunol..

[21] Webster JI, Tonelli L, Sternberg EM (2002). Neuroendocrine regulation of immunity. Annu Rev Immunol..

[22] Sasaguri K, Yamada K, Narimatsu Y, Oonuki M, Oishi A, Koda K (2017). Stress-induced galectin-1 influences immune tolerance in the spleen and thymus by modulating CD45 immunoreactive lymphocytes. J Physiol Sci..

[23] Tsai CY, Fang C, Wu JCC, Wu CJ, Dai KY, Chen SM (2021). Neuroinflammation and microglial activation at rostral ventrolateral medulla underpin cadmium-induced cardiovascular dysregulation in rats. J Inflam Res..

[24] Piotrowska A, Rojewska E, Pawlik K, Kreiner G, Ciechanowska A, Makuch W (2019). Pharmacological blockade of spinal CXCL3/CXCR2 signaling by NVP CXCR2 20, a selective CXCR2 antagonist, reduces neuropathic pain following peripheral nerve injury. Front Immunol..

[25] Chi ZL, Adini A, Birsner AE, Bazinet L, Akula JD, D’Amato RJ (2019). PR1P ameliorates neurodegeneration through activation of VEGF signaling pathway and remodeling of the extracellular environment. Neuropharmacology..

[26] Kaneko T, Myo Zaw SY, Sueyama Y, Katsube KI, Kaneko R, Nör JE (2019). Inhibition of nuclear factor kappa B prevents the development of experimental periapical lesions. J Endod..

[27] Sougawa N, Miyagawa S, Kawamura T, Matsuura R, Harada A, Sakai Y (2021). Combined administration of laminin-221 and prostacyclin agonist enhances endogenous cardiac repair in an acute infarct rat heart. Sci Rep..

[28] Yellowhair TR, Noor S, Maxwell JR, Anstine CV, Oppong AY, Robinson S (2018). Preclinical chorioamnionitis dysregulates CXCL1/CXCR2 signaling throughout the placental-fetal-brain axis. Exp Neurol..

[29] Chen MC, Baskaran R, Lee NH, Hsu HH, Ho TJ, Tu CC (2019). CXCL2/CXCR2 axis induces cancer stem cell characteristics in CPT-11-resistant LoVo colon cancer cells via Gαi-2 and Gαq/11. J Cell Physiol..

[30] Chen F, Wang D, Li X, Wang H (2020). Molecular mechanisms underlying intestinal ischemia/reperfusion injury: bioinformatics analysis and in vivo validation. Med Sci Monit..

[31] Ni H, Wang Y, An K, Liu Q, Xu L, Zhu C (2019). Crosstalk between NFκB-dependent astrocytic CXCL1 and neuron CXCR2 plays a role in descending pain facilitation. J Neuroinflammation..

[32] Yamamoto Y, Kuroda K, Sera T, Sugimoto A, Kushiyama S, Nishimura S (2019). The clinicopathological significance of the CXCR2 ligands, CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL7, and CXCL8 in gastric cancer. Anticancer Res..

[33] Korbecki J, Kojder K, Kapczuk P, Kupnicka P, Gawrońska-Szklarz B, Gutowska I (2021). The effect of hypoxia on the expression of CXC chemokines and CXC chemokine receptors-a review of literature. Int J Mol Sci..

[34] Zhou H, Lei PJ, Padera TP (2021). Progression of metastasis through lymphatic system. Cells..

[35] Louie DAP, Liao S (2019). Lymph node subcapsular sinus macrophages as the frontline of lymphatic immune defense. Front Immunol..

[36] Sousa N, Almeida OF (2012). Disconnection and reconnection: the morphological basis of (mal) adaptation to stress. Trends Neurosci..

[37] Wu C, Sartor RB, Huang K, Tonkonogy SL (2016). Transient activation of mucosal effector immune responses by resident intestinal bacteria in normal hosts is regulated by interleukin-10 signalling. Immunology..

[38] Bonini D, Mora C, Tornese P (2016). Acute footshock induces time-dependent modifications of AMPA/NMDA protein expression and AMPA phosphorylation. Neural Plast..

[39] Epelman S, Lavine KJ, Randolph GJ (2014). Origin and functions of tissue macrophages. Immunity..

[40] Nourshargh S, Alon R (2014). Leukocyte migration into inflamed tissues. Immunity..

[41] Sica A, Erreni M, Allavena P, Porta C (2015). Macrophage polarization in pathology. Cell Mol Life Sci..

[42] Wynn TA, Chawla A, Pollard JW (2013). Macrophage biology in development, homeostasis and disease. Nature..

[43] Knop J, Malorny U, Michels E, Sorg C (1984). Selection of the delayed hypersensitivity T effector and T suppressor cell response by antigen-presenting macrophages. Immunobiology..

[44] Han X, Shi H, Sun Y, Shang C, Luan T, Wang D (2019). CXCR2 expression on granulocyte and macrophage progenitors under tumor conditions contributes to mo-MDSC generation via SAP18/ERK/STAT3. Cell Death Dis..

[45] Grizzi F, Borroni EM, Vacchini A, Qehajaj D, Liguori M, Stifter S (2015). Pituitary adenoma and the chemokine network: a systemic view. Front Endocrinol (Lausanne)..

[46] Butcher EC (1991). Leukocyte-endothelial cell recognition: three (or more) steps to specificity and diversity. Cell..

[47] Springer TA (1994). Traffic signals for lymphocyte recirculation and leukocyte emigration: the multistep paradigm. Cell..

[48] Salmi M, Jalkanen S (1997). How do lymphocytes know where to go: current concepts and enigmas of lymphocyte homing. Adv Immunol..

[49] Felten DL, Felten SY, Carlson SL, Olschowka JA, Livnat S (1985). Noradrenergic and peptidergic innervation of lymphoid tissue. J Immunol..

[50] Nance DM, Sanders VM (2007). Autonomic innervation and regulation of the immune system (1987–2007). Brain Behav Immun..

[51] Kin NW, Sanders VM (2006). It takes nerve to tell T and B cells what to do. J Leukoc Biol..

[52] Hu D, Nicholls PK, Claus M, Wu Y, Shi Z, Greene WK (2019). Immunofluorescence characterization of innervation and nerve-immune cell interactions in mouse lymph nodes. Eur J Histochem..

[53] Ordovas-Montanes J, Rakoff-Nahoum S, Huang S, Riol-Blanco L, Barreiro O, von Andrian UH (2015). The regulation of immunological processes by peripheral neurons in homeostasis and disease. Trends Immunol..

[54] Goulding NJ, Ogbourn S, Pipitone N, Biagini P, Gerli R, Pitzalis C (1999). The inhibitory effect of dexamethasone on lymphocyte adhesion molecule expression and intercellular aggregation is not mediated by lipocortin 1. Clin Exp Immunol..

[55] Ehrchen JM, Roth J, Barczyk-Kahlert K (2019). More than suppression: glucocorticoid action on monocytes and macrophages. Front Immunol..

[56] Sutanto W, de Kloet ER (1994). The use of various animal models in the study of stress and stress-related phenomena. Lab Anim..

[57] Carnevali L, Montano N, Tobaldini E, Thayer JF, Sgoifo A (2020). The contagion of social defeat stress: insights from rodent studies. Neurosci Biobehav Rev..

[58] Szabo S, Yoshida M, Filakovszky J, Juhasz G (2017). ‘Stress’ is 80 years old: from Hans Selye original paper in 1936 to recent advances in giulceration. Curr Pharm Des..

How the deposited data were processed for this re-analysis (not part of the article)

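Gene expression in rat cervical lymph nodes was measured on 2 arrays, 1 from the C group and 1 from the RS30 group, of the Agilent SurePrint G3 Rat GE 8X60K design. The authors labeled RNA with Cy3, hybridized it, scanned the slide, and extracted the spots with Feature Extraction 11.5.1.1, and they deposited the resulting spot intensity values, with background subtraction within each array and no normalization between arrays. They also deposited a table of log2 values per probe, whose scale is not stated with it. Set against the scanner values, this table held log2 intensity minus the 75th percentile of the array: 100% of its values for 45598 probes lay within 0.1 log2 units of the values computed here. The scanner values were used for the main results and the table as an alternative. The restraint time of the stressed array was taken from the paper, since the labels do not give it.

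From the deposited intensity values, spots of control probes and spots flagged as non-uniform or as population outliers were left out, the log2 intensities of the spots of a probe were averaged, and the 75th percentile over probes was subtracted, as the paper describes for its own analysis. A probe was taken as well above background when the scanner software marked more than 50% of its spots so. A gene was represented by its probe with the highest mean normalized signal, and a fold change is the difference between the arrays on the log2 scale, with a threshold of 2-fold as in the paper. Where a gene was well above background on 1 array only, the fold change was computed against the higher of the probe's own signal and the lowest signal among probes well above background on the dim array, an intensity of 9.45 on the C array and 8.52 on the RS30 array, and it is a lower bound. For 10 such genes no bound above 1-fold could be given. With 1 array per group, no p-value was computed. The error given with a fold change combines the errors the scanner software reports for the spots of both arrays and covers the spot measurement only. Both arrays lay on 1 slide and came from 1 scan, so that no slide or scan effect separated the groups.

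The genes named were chosen by a rule: every gene the paper names, the 10 largest increases and the 10 largest decreases among genes measured on both arrays whose probes all changed in one direction, and the 3 largest lower bounds in each direction. Members of the gene lists are named where their list is reported, and some genes that the rule selects are not reported here. The files name genes by the design of the array, and some names are old. RefSeq accessions matched the RefSeq gene table of the GRCr8 assembly for 21109 of the 45598 probes, and for 10987 of the 21096 screened genes, 10011 of which carried the same symbol there. No coordinates were taken from that table. Chromosome positions are those of the files, whose header names the build rn4.

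For 18 lists of genes (erythrocyte, neutrophil, macrophage, B cell and plasma cell, T cell, endothelial, immediate early, glucocorticoid response, NF-kB inflammatory, chemokine ligand, chemokine receptor, salivary gland, skeletal muscle, fat, ribosomal protein, cell cycle, heat shock, and type I interferon), the median log2 difference over members well above background on at least 1 array was placed among the medians of 10000 random lists of the same size, matched on mean signal in 50 bins. The percentile describes these 2 arrays and is not a test of the groups. The lists, the rule for named genes, the main settings and 13 alternatives were fixed before the data were examined. The alternatives were 4 other ways of scaling (the 75th percentile over probes well above background on both arrays, the median, quantile normalization, and no normalization), the normexp background correction of limma with an offset of 50, the deposited table, the mean over the probes of a gene, outlier spots kept, the ratio of signals in place of the lower bound, genes well above background on both arrays only, no filter on background, counting by probe, and counting only differences above 1.96 times the spot error. Another 2 alternatives, leaving out probes with runs of 6 or more alternating A and G bases and taking the 75th percentile over spots, and 1 further list of fat genes were added after the data had been seen.

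The steps were tested on simulated arrays made from the signals of the C array, with noise of about the size seen between spots of an array and no difference between animals. Of 200 genes changed by known amounts, 190 (95%) were recovered past 2-fold in the right direction. Every known change was set larger than 2-fold, so this share does not measure the recovery of changes near 2-fold. Of the other genes among the 21415 screened in the simulation, 18 (0.0848%) passed 2-fold. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9. The Gene Ontology analysis of the paper was not repeated, since no annotation of terms was used here. The RT-qPCR, immunohistochemistry and in situ hybridization experiments were not analysed here.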

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

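In 4 lists of genes whose expression the paper does not report, the median member differed by more than 2-fold between the arrays and lay outside the medians of the random lists. Of the tests given here, the count of higher erythrocyte genes was planned, and those of the second fat list, the share of lymphocytes, the scaling, the dim probes, and the handling of the node were chosen only after the results were seen. Each difference rests on 1 array per group, and the paper's text does not state whether the RNA of an array came from 1 rat or several.

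Erythrocyte genes were higher on the RS30 array, with a median log2 difference of 2.60 (6.08-fold) over 7 genes, above each of 10000 random lists matched on signal. Each of the 7 was well above background on the C array too. The most abundant, Hba1, rose from an intensity of 5958 to 33836, and Hbb-b1 rose from 3751 to 20531. The globin genes are near-identical copies whose probes can share signal, but Alas2, which is not a globin, rose by a log2 difference of 2.86, and Ahsp rose by 1.42; with normexp, these were 1.47 and 0.54. Under the alternatives, the median lay between 2.25 and 2.63, which argues against the scaling. More blood in the stressed node is a candidate explanation. That 7 of 7 genes were higher is the pattern itself and does not test it. The paper describes erythrocytes in the medullary sinus of RS30 nodes, which it did not see in C nodes (Fig. 3a, b). Blood drawn into the node during restraint and blood left in it at dissection cannot be told apart with 1 array per group.

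Immediate early genes were higher by a median log2 difference of 1.40 (21 of 22 genes) and glucocorticoid response genes by 1.15 (15 of 16 genes), both above each of 10000 random lists. The exceptions were Klf2, at -1.05, and Klf15, at -0.68; without normalization, Sgk1 and Txnip were also below 0. Dusp1 is in both lists, and 19 of the immediate early and 16 of the glucocorticoid response genes were well above background on the C array. Among the immediate early genes, Fosb was at least 53.7-fold higher, Atf3 10.5-fold and Nr4a3 14.2-fold; among the glucocorticoid response genes, Mt2A was 13.8-fold, Errfi1 10.8-fold, Per1 3.59-fold, and Fkbp5 1.70-fold higher. The scaling between the arrays does not account for this, since the lower of the medians was still 1.05 without any normalization; with the normexp background correction, which also shrinks differences of dim genes, the medians were 0.94 and 0.90. Scatter of dim probes does not account for it either: over the 13 immediate early and 14 glucocorticoid response genes brighter than the median gene, the medians were 1.07 and 1.15. A response to restraint stays open, and so does a response to handling, anesthesia or the time between death and freezing. These cannot be told apart with 1 array per group, and the median of 1.40 allows either. Whether the higher erythrocyte and fat genes of the same sample bear on the medians of both lists was not tested.

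Genes of fat cells were higher by a median log2 difference of 1.73 (3.32-fold), in 11 of 11 genes, all of which were well above background on the C array as well. Adipoq rose from an intensity of 420 to 2615, Lep from 102 to 904, and Cfd from 5254 to 10407. The alternatives gave medians between 1.31 and 1.76. A lower share of lymphocytes would raise the genes of other cell types alike, but the highest median among the macrophage, endothelial, salivary gland, and skeletal muscle lists was 0.33, for endothelial genes. A further list of fat genes, written after the first list had been seen but before its own values were, had a median of 1.76, with 11 of 12 genes higher (Slc36a2 was at -0.0086, and above 0 with the median shift and with normexp). This is consistent with more fat tissue in the RS30 sample, which may have been taken with the node. A change within the fat cells under restraint was not tested.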

How the results depend on the processing

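The alternatives that left out probes with alternating A and G bases or took the 75th percentile over spots, and the second list of fat genes, were chosen only after the data had been seen; the others were planned. No paired analysis was possible because each group has 1 array, with no replicate to leave out.

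Cxcl1, Cxcl2, Cxcr2 and Cxcl3, and the medians of the lists that lay outside their random lists, kept their direction under every alternative that gave a value. Of the 1633 genes past 2-fold, 27 had the opposite direction in at least 1 alternative, 22 of them lower genes with the alternating probes left out, where 547 of the 903 had a value, and the others with the mean over the probes of a gene or with normexp. The number of screened genes stayed within 1.5 times the main count of 21096 except without a background filter (36174 genes). The number of higher genes did so except with normexp (234) and without a filter (2031), and the number of lower genes except with normexp (378), without a filter (2148), with genes well above background on both arrays only (601), and with alternating probes left out (498). Fewer or more genes qualify by construction in the settings that change the filter, and leaving out the alternating probes removes the lower genes that have no other probe above background. Normexp adds an offset to all signals, which shrinks the differences of dim genes by construction; how much of its lower counts this accounts for was not tested. Of the 730 higher and 903 lower genes, 711 and 498 remained with the alternating probes left out. Higher genes made up 44.7% of those past 2-fold, between 38.0% without normalization and 46.6% with the median shift among the other scalings, and 59.0% with the alternating probes left out. No scaling moved the median of all genes by more than 0.1 log2 units.

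Cxcl1 and Cxcl2 stayed past 2-fold in every setting that gave them a value. Cxcl1 moved by more than its spot error without normalization (log2 difference 4.93) and with normexp (3.12), and Cxcl2 with normexp (2.33). Cxcr2 stayed under 2-fold in every setting, with 0.15 under normexp, where its other probe was the brighter. Cxcl3 was past 2-fold only where the ratio of signals replaced the lower bound or no filter was used (1.22 in both). Neither Cxcr2 nor Cxcl3 had a value when only genes above background on both arrays entered.

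Of 247 list medians under the alternatives, 213 stayed close to the main median of their own list. Close means within 1 SD, taken over the medians of the matched random lists. Without normalization, every value was lower by a constant, which moved the medians to -0.12 for macrophage, -0.15 for B cell and plasma cell, -0.27 for T cell, 0.24 for endothelial, 1.30 for immediate early, 1.05 for glucocorticoid response, 0.71 for NF-kB inflammatory, 0.26 for chemokine ligand, -0.24 for chemokine receptor, -0.10 for ribosomal protein, 0.10 for cell cycle, 0.28 for heat shock, and -0.34 for type I interferon genes. Normexp gave 2.33 for erythrocyte, 0.94 for immediate early, 0.90 for glucocorticoid response, 0.64 for NF-kB inflammatory, 0.27 for chemokine ligand, -0.024 for chemokine receptor, -0.028 for skeletal muscle, 1.31 for fat, and 0.82 for the second fat list. Without a filter, the medians were 2.25 for erythrocyte, -0.052 for neutrophil, 1.03 for NF-kB inflammatory, 0.27 for chemokine ligand, -0.041 for skeletal muscle, 1.63 for fat, -0.11 for type I interferon, and 1.64 for the second fat list. Genes above background on both arrays gave 1.15 for immediate early and 1.00 for NF-kB inflammatory genes, the ratio in place of the bound gave 1.06 for NF-kB inflammatory genes, and the percentile over spots gave -0.050 for ribosomal protein genes. Apart from the constant shift, the offset of normexp, and the change of genes under other filters, the cause was not tested.

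Signal over background limits the dim genes. The median SD between spots of a probe on the RS30 array was 0.28 at intensities from 8 to 16 and 0.055 at intensities of 512 or more, and the lower bounds depend on the lowest signal that counts as above background.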

Differences from the paper's values

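The alternative that left out probes with alternating A and G bases was chosen only after the values were seen; the other settings named here were set before the data were examined.

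The number of genes lower by 2-fold or more in the RS30 group was 903, and the paper's value is 496. Of the alternatives, the normexp background correction (378) and genes well above background on both arrays only (601) gave counts within 1.5 times the paper's. The others did not: the 75th percentile over probes above background on both arrays (923), the median shift (875), quantile normalization (881), no normalization (1028), the deposited table of log2 values (907), the mean over the probes of a gene (885), outlier spots kept (903), the ratio in place of the lower bound (1146), no filter (2148), counting by probe (1026), and counting differences above the spot error (788). Leaving out probes with runs of alternating A and G bases, chosen after seeing the values, gave 498. The same setting gave 716 higher genes, where the paper's value is 514, so it does not show how the paper's counts arose.

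The number of higher genes was 730, where the paper's value is 514. Of the alternatives, normexp (234), counting by probe (864), the ratio in place of the lower bound (1020), and no filter (2031) gave counts that were not within 1.5 times the paper's. The others lay between 493, among genes well above background on both arrays only, and 763, with the median shift. The count of 26186 that the paper gives for screened genes was reached exactly when probes, not genes, were counted. For Cxcl3, the ratio of the signals in place of the lower bound was 2.33-fold, and the paper's value is 2.32-fold. For Cxcl1, the fold change was 32.6 and the paper's value is 23; the alternatives gave between 8.72-fold, with normexp, and 33.2-fold, with the median shift, and each of the others gave 30.4-fold or more.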

Other observations

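The tests of neutrophils, of adjacent tissue as a whole, and of dim probes for all genes past 2-fold were planned. Those of alternating bases, GC content, content of A and G, fat as the source of Cxcl1 and Cxcl2, immunoglobulin probes, dim probes for single genes and for the brightest genes, and salivary gland and muscle alone were chosen only after the results were seen.

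Probes with long runs of alternating A and G bases were lower on the RS30 array. With the longest run at 5 bases or under, between 1.74% and 4.64% of probes were 2-fold or more lower; at 6 bases the share was 17.7%, at 7 bases 53.1%, at 8 bases 89.0%, and at 9 bases or more 88.9%. The median log2 differences were -0.10, -1.23, -2.79 and -2.62 for these 4 classes. No such rise was seen with runs of C and T, A and C, G and T, A and T, or C and G, where the share lower by 2-fold was at most 8.11%. In 112 genes that have both a probe with a run of at least 7 bases and a probe without a run of 6 or more, the median difference was -1.45 for the former and -0.0052 for the latter, and 59 genes were 2-fold lower by the former and 2 by the latter. Of 298 genes lower by 4-fold or more on both arrays, 241 were represented by a probe with a run of at least 6 bases. Probes with runs of at least 7 bases were also above background more often on the C array (88.6%) than on the RS30 array (77.2%), while for probes with runs under 6 the shares were 54.2% and 54.7%. Since the other probes of the same genes stayed near 0 (-0.0052), the lower signals are consistent with an effect of the probe sequence and not of the level of the genes. GC content does not account for the lower signals, since over probes without such runs the highest share of lower probes in any quartile of GC content was 1.11 times the overall share. Neither does the content of A and G: among probes without such runs, matched to the probes with runs of at least 7 bases on their number of A and G bases, 3.03% were 2-fold lower, compared with 65.8% of the latter. Whether the labeled C sample held more RNA with such repeats or the hybridization of the arrays differed was not tested, and no biological explanation was tested. Gapdh, the reference gene of the RT-qPCR, shows the same split: its brightest probe has a run of 8 bases and a difference of -0.46, and its 7 other probes lay between 0.08 and 0.28. Without normalization, 1 of those 7 was below 0, at -0.01.

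Genes past 2-fold were 3.67 times as frequent in the dimmest quartile of genes (13.8%) as in the brightest, so that scatter of dim probes may account for part of them. It does not account for the brightest quartile, of which 3.77% were past 2-fold although spots of bright probes differed little; without probes with runs of at least 6 bases, the share there was 2.14%.

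For Cxcl1 and Cxcl2, scatter of dim probes does not account for the increase, since 0.391% of genes at a signal like that of Cxcl2 rose as much. Salivary gland or muscle taken with the node does not account for it either, as the higher of the medians of those lists was -0.15, for salivary gland. The fat list was higher by 1.73, but more fat of unchanged composition raises no transcript beyond the rise in the share of fat. Cxcl1 rose by 1.32 log2 units more than Plin4, the highest of the 23 genes of both fat lists, and by 0.48 more than Lep, the highest of them with normexp, which argues against added fat as the whole cause for Cxcl1. Cxcl2 rose by 0.055 more than Plin4, within the spot errors, and with normexp Lep rose more than Cxcl2. On these arrays alone, added fat and an increase in the node can therefore not be told apart for Cxcl2. Separately from the arrays, the paper reports higher RT-qPCR levels of Cxcl1 and Cxcl2 in the RS30 group. Its in situ hybridization placed more Cxcl2 signal in endothelial cells of high endothelial venules, and more Cxcl1 signal in the medullary cords. A higher level of both chemokines within the fat cells was not tested, and the arrays leave an increase under restraint itself open. For Cxcr2, 14.2% of genes at a like signal rose as much, and for Cxcl3, 13.5%. The array differences of both could therefore be scatter of dim probes. That does not bear on the higher Cxcr2 that the paper reports by RT-qPCR and in situ hybridization. A higher number of neutrophils as the source of Cxcr2 stays open too: the neutrophil list had a median of 0.11 (percentile 82.6), with 6 genes higher and 5 lower. S100a8 and S100a9 were higher by 3.99 and 3.78 (1.98 and 2.44 with normexp), while Ltf was at -0.97 and Mmp8 at -0.41.

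Of 46 probes described as immunoglobulin variable regions, 45.7% were past 2-fold, 5 higher and 16 lower, compared with 7.22% of all screened probes. Different antibody clones in the nodes behind each array could give this, but how many rats these came from is not stated in the paper's text. Of 26 probes described as other immunoglobulin chains, 46.2% were past 2-fold as well, 2 higher and 10 lower. Alternating runs of at least 6 bases were held by 3 of these 26 probes and by 0 of the 46 variable region probes. Such runs could therefore account for at most 3 of the 12 changes in the other chains. The expected contrast with variable regions was absent, and the descriptions do not exclude variable sequence in the probes of other chains. Clones and a change in the amount of immunoglobulin RNA cannot be told apart from these values.

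The other lists were as follows, as median log2 differences with percentiles among the random lists. NF-kB inflammatory genes were at 0.81 (percentile 100), with 19 of 19 genes higher, 11 of which are also in other lists; without normalization, Tnf, at 0.07, and Ccl4, at 0.0078, were below 0, as was Ccl4 in several other settings. Ccl2 was higher by 3.73, Ptgs2 by 3.67, Ccl7 by 3.28, and Il1b by 1.00, and Il6 was 10.6-fold higher. With normexp, the log2 differences of Il6 and Ptgs2 were 1.34 and 1.72. The probes of Ccl2 and Tnf hold alternating runs of 6 bases. Chemokine ligands were at 0.36 (100), 20 higher and 9 lower (18 and 11 without normalization). The ligand probes with alternating runs of at least 6 bases were those of Ccl2, which was higher, and of Ccl12, Ccl19 and Ccl21, which were lower. With such probes left out, 19 ligands were higher and 6 lower, and the median was 0.37. Heat shock genes were at 0.38 (100), with Hspa1a at 4.43. Endothelial genes were at 0.33 (99.9) and cell cycle genes at 0.20 (99.5), 16 of 16 higher, although Plk1 and Cdc20 were below 0 without normalization and Aurka was with the mean over the probes of a gene. T cell genes were at -0.17 (0.53), 11 of 13 lower (12 without normalization), and type I interferon genes at -0.24 (0.33), 8 of 12 lower (10 without normalization). The remaining lists lay within the central 95% of their random lists: macrophage -0.02 (26.8), B cell and plasma cell -0.05 (10.4), chemokine receptor -0.14 (3.03), salivary gland -0.15 (11.8), skeletal muscle -0.27 (6.18), and ribosomal protein 0.00 (20.6). Macrophage genes were above 0 with the median shift, neutrophil genes were below 0 without a filter, and ribosomal protein genes were below 0 in several settings. Cd68, the macrophage marker of the paper, was at -0.27, from an intensity of 2480 to 1915, with a spot error of 0.20.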
